A study of Mus musculus with 10 samples. Its data were reported in "Early postnatal serotonin modulation prevents adult-stage deficits in Arid1b-deficient mice through synaptic transcriptional reprogramming" (2022).

How the data were processed

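Poly-A-selected mRNA was sequenced from the whole brains of 10 male C57BL/6N mice at postnatal day 3. Of these, 5 mice were heterozygous for *Arid1b* (HT) and 5 were wild type (WT). The HT mice carry a protein-truncating edit of exon 5 in 1 *Arid1b* allele, which the study's methods describe as a deletion with an insertion of TT. Sample groups and replicate numbers were taken from the sample labels, and each mouse gave 1 library.

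Per the study's methods, paired-end reads were quantified with Salmon against the GRCm38 mouse genome with a correction for GC bias, and gene-level estimates were imported with tximport. The deposited table holds 1 signal value per gene and library, a normalised read count: the estimated reads of the gene divided by the size factor that the authors computed for the library with DESeq2. The table was checked against this description. Values were not whole numbers, and the median ratio of each library to the geometric mean over libraries was 1.00 in every library, as division by such size factors gives. Small values moved in steps near the value of 1 read, but most values were not whole multiples of it, because Salmon divides reads between transcripts. Whole reads were therefore not recovered and tests that need counts were not run. The annotation release and the filter on low genes used by the authors are not stated in the methods, and the smallest mean in the table was 3.44. The table held 18444 genes, of which 18431 matched an identifier in GENCODE M21, the source of all symbols, positions and transcript lengths given here.

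The totals ranged from 27.2 M to 29.03 M normalised counts per library (M, 1000000). The value of 1 read, estimated from the steps between small values, ranged from 0.899 to 1.13, which gives 25.03 M to 31.2 M estimated reads per library. At this depth a normalised count is close to 1 read, so that a gene at the minimum mean of 10 rests on about 10 reads per library. The counting error of single values was not modelled, and the precision of each comparison was taken from the spread between mice.

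Values were analysed as log2(value + 1) in R 4.3.3 with limma 3.58.1. A fold change is therefore on the log2(value + 1) scale, which understates the change of genes with low values. Genes with a mean of at least 10 over the 10 libraries were tested (17020 genes), and 1424 genes were left out. HT was compared with WT by limma-trend with a robust empirical Bayes step and no covariate, two-sided, with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. For single genes and list scores, a two-sided exact permutation test was run over the 252 assignments of 10 libraries to 5 and 5, for which the smallest possible p is 0.00794. The limma workflow was also tested on simulated data with 5 against 5 libraries and 200 changed genes. It recovered 83.5% of 97 genes changed 2-fold and 67.0% of 100 genes changed 1.5-fold, and called 12 of 16830 unchanged genes. The simulated values were drawn independently, so that no library was set apart from the others, and these rates hold for that setting only.

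A total of 14 gene lists was tested with camera, a limma test of whether the genes of a list rank higher or lower than the other genes, with a preset inter-gene correlation of 0.01 and adjustment over the 14 lists. The study's own gene sets were not used here. The lists were written from general knowledge and name cytosolic ribosomal proteins, the nuclear-encoded respiratory chain, mitochondrial genome-encoded proteins, synaptic proteins, chromatin regulators, BAF complex subunits, FMRP target transcripts, autism risk genes, activity-regulated early genes and markers of glutamatergic neurons, GABAergic neurons, astrocytes, microglia and the oligodendrocyte lineage. The lists share members: 32 of the 73 autism risk genes, 27 of the 83 FMRP targets and 26 of the 97 synaptic genes are also in another list. The lists were also tested with fry, a limma test that rotates residuals and so keeps the correlation between genes. A further test was camera with a correlation estimated for each list. A list score is the mean, over the genes of a list, of the deviation from the mean of the gene over the 10 libraries on the log2 scale. A further 6 lists of genes of attached tissue and brain regions (erythroid cells, choroid plexus, pituitary, meninges and fibroblasts, olfactory bulb, cerebellum) were kept as checks on dissection, with their own adjustment.

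The lists above, the tests, the samples, the covariates, the main settings and the rule for naming genes were fixed before the data were examined, although the first lines of the study's supplementary gene table had been seen. The comparison of genes near *Arid1b* was therefore chosen with the knowledge that a gene on chromosome 17 was among the strongest calls there, and its p values do not come from a blind choice. The rule names *Arid1b*, genes whose proteins the study followed, the BAF subunits, 5 sex-linked genes, the 5 genes with the smallest p where fewer than 5 pass the threshold, and the 3 members with the smallest p in the direction of each list that passes. Values of 2 single genes that this rule would name are not reported here, and the gene lists were tested with all their members. Any other gene is named as chosen after its values were seen. An additional 3 lists were written after the data were examined: Hox genes of paralog groups 4 to 10, hindbrain and spinal cord neuron markers, and forebrain markers.

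Genes within 5 Mb of *Arid1b* were compared with 10000 random runs of as many neighbouring tested genes elsewhere in the genome by their median absolute log2 fold change. Sequence sharing between genes was measured as the percent of 31-base words of the transcripts of a gene that also occur in transcripts of another gene.

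The alternatives were TMM factors, equal totals or quantile normalisation in place of the size factors, a pseudocount of 0.1 or 10, no filter or a mean of at least 100, sample weights, a non-robust empirical Bayes step, the replicate number as a block, windows of 2 and 10 Mb, camera on ranks, and leaving out each library in turn. Chosen after seeing the data were the removal, in each library, of a smooth trend of the deviations on transcript length and GC content (splines with 4 degrees of freedom each), also with HT 4 left out for the lists, and camera with a variance trend. No sample and no column of the table was left out of the main comparisons. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.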

Results

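Whole-brain transcripts of HT and WT mice at postnatal day 3 were compared to ask how loss of 1 *Arid1b* allele changes early postnatal gene expression. Each group held 5 mice, all male, with 1 library per mouse. Between 25.03 M (WT 4) and 31.2 M (HT 2) estimated reads lay behind each library (M, 1000000), and the 10 most abundant genes took from 5.75% (WT 1) to 6.71% (HT 3) of the total. No pair of libraries was identical, and Pearson correlations of log2 values between libraries ranged from 0.973 to 0.988. The sex-linked transcripts matched male animals in 10 of 10 libraries. The Y-linked genes *Ddx3y*, *Kdm5d*, *Eif2s3y* and *Uty* had normalised counts of at least 1062, 724, 1145 and 344 in every library, while *Xist* ranged from 3.78 to 36.6.

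The library HT 4 lay apart from the other 9. It had a first principal component score of 53.9, against -23.4 to 9.81 in the others, on a component that carried 22.5% of the variance. Its median absolute deviation from the gene means was 0.309 on the log2 scale, against 0.115 to 0.161 in the other libraries, and limma gave it a sample weight of 0.171, against 0.858 to 1.52. In HT 4 the genes with short transcripts were raised and the genes with long transcripts were lowered. The median log2 deviation was 0.27 in the tenth of genes with the shortest transcripts (up to 1330 bases) and -0.33 in the tenth with the longest (from 6667 bases). HT 4 was kept in all main comparisons.

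**Figure D1:**
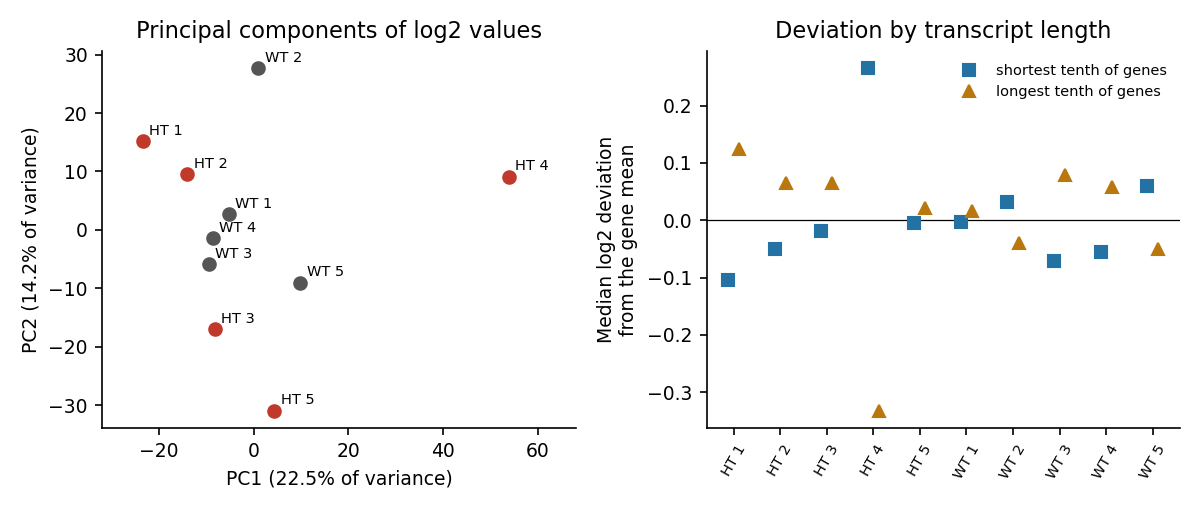
Left, the 10 libraries on the first 2 principal components of the log2 values (red, HT; grey, WT), with HT 4 at 53.9 on the first component. Right, the median log2 deviation from the gene mean in each library for the tenth of genes with the shortest transcripts (squares) and the tenth with the longest (triangles), which lie furthest apart in HT 4, at 0.27 and -0.33.

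The first comparison asked whether the edited gene itself was lower. *Arid1b* (ENSMUSG00000069729; GRCm38 chromosome 17, 4994332 to 5347656, plus strand) had a normalised read count of 2101 ± 343 (SD, n = 5) in HT and 3335 ± 203 (SD, n = 5) in WT. The HT mean was 63.0% of the WT mean, and each HT library (1505 to 2372) was below each WT library (3108 to 3597). The log2 fold change was -0.68 ± 0.11 (SE), and the exact permutation p was 0.00794, the smallest that 5 against 5 libraries can give. In the limma fit *Arid1b* had the smallest unadjusted p of all genes (2.29e-05), but its adjusted p was 0.390, above the threshold. The call changed without HT 4, whose count of 1505 was the lowest. Without HT 4 the log2 fold change was -0.57 and the adjusted p 2.47e-04. Over all alternatives the log2 fold change ranged from -0.73 (without HT 1) to -0.57, and the adjusted p from 7.11e-05 to 1.00. Exon 5, the site of the edit (chromosome 17, 5242828 to 5243071, 244 bp), is present in 4 of the 4 annotated coding transcripts. Per the study's methods, the edit deletes a stretch that holds this whole exon and inserts TT. The values are per gene, so transcripts of the edited allele could not be told apart from those of the other. Of the 31-base words of *Arid1b* transcripts, 0.182% occur in another gene.

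**Figure D2:**
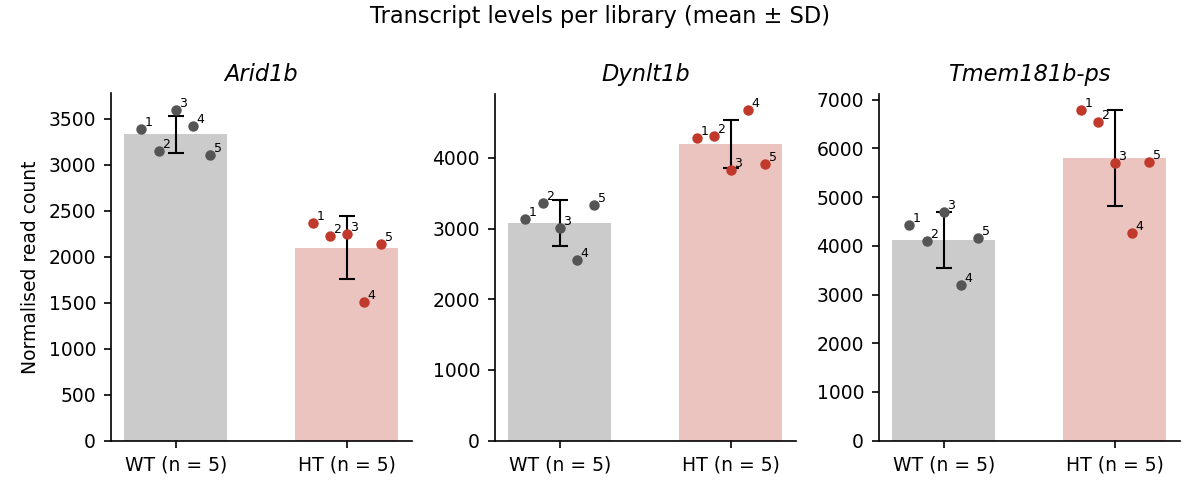
Normalised read counts of Arid1b, Dynlt1b and Tmem181b-ps in each library (points, numbered by replicate), with the group mean (bars) and SD (error bars), n = 5 per group. For Arid1b the 5 HT libraries lie between 1505 and 2372 and the 5 WT libraries between 3108 and 3597.

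The second comparison asked which other genes differed. Of 17020 genes tested, 0 had an adjusted p under 0.05. An unadjusted p under 0.05 was found for 580 genes (251 higher and 329 lower in HT), where 851 would be found by chance. The groups did not overlap for 107 genes (0.629%), and chance gives 0.794%. The alternatives that moved the count most were leaving out HT 4 and sample weights, with 2 genes past the threshold under each and 1426 and 1280 at an unadjusted p under 0.05. The 2 genes were *Arid1b* and *Adamtsl3* in both cases, the latter chosen after its values were seen. *Adamtsl3* (ENSMUSG00000070469; chromosome 7, 82335694 to 82614450) had 200.3 ± 78.8 (SD, n = 5) normalised counts in HT and 93.5 ± 14.3 (SD, n = 5) in WT. Its log2 fold change was 0.99 with all libraries and 1.27 without HT 4, where its adjusted p was 0.00599 (0.00599 to 1.00 over all alternatives).

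The other 4 of the 5 genes with the smallest p were short of the threshold. For each of them the exact permutation p was 0.00794, and the HT and WT libraries did not overlap. *Dynlt1b* (ENSMUSG00000096255; chromosome 17, 6430112 to 6436296) rose from 3079 ± 329 (SD, n = 5) in WT to 4199 ± 342 (SD, n = 5) in HT, a log2 fold change of 0.45 with a limma adjusted p of 0.684. *Mre11a* (ENSMUSG00000031928; chromosome 9, 14784654 to 14837123) had 398 ± 20.9 in HT and 498 ± 24.1 in WT (SD, n = 5 each), and fell by 0.32 on the log2 scale. *Dpm1* (ENSMUSG00000078919; chromosome 2, 168209048 to 168230591) had 416 ± 60.9 in HT and 617 ± 101 in WT (SD, n = 5 each), and fell by 0.57. *Spink10* (ENSMUSG00000044176; chromosome 18, 62548911 to 62668070) had 141 ± 26.4 in HT and 211 ± 22.9 in WT (SD, n = 5 each), and fell by 0.59. The limma adjusted p of the last 3 genes was 1.00. These 4 genes kept their direction under every alternative run, and none of them passed the threshold under any, with adjusted p from 0.0529 to 1.00 for *Dynlt1b*. Transcript words shared with other genes made up 86.9% for *Dynlt1b* and 13.98% for *Dpm1*.

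The study ran preranked enrichment on functional, autism-related and cell-type gene sets, and the gene lists put a related question to these libraries. The lists were written separately and tested with camera, so their calls need not match those of the study. With all 10 libraries, camera gave an adjusted p under 0.05 for 5 of 14 lists. Cytosolic ribosomal proteins were higher in HT, with a median log2 fold change of 0.032 (67 of 79 genes higher, adjusted p 0.00820). The nuclear-encoded respiratory chain was higher by 0.040 (67 of 76 genes, adjusted p 6.59e-04), and oligodendrocyte lineage markers by 0.10 (21 of 25 genes, adjusted p 2.75e-04). Chromatin regulators had a median of -0.048 (20 of 88 genes higher, adjusted p 0.0491) and microglia markers of -0.17 (2 of 30 genes higher, adjusted p 0.00114). None of these 5 calls held under fry (smallest adjusted p 0.904) or with an estimated correlation (smallest adjusted p 0.940). In an exact permutation test of the list scores, 0 of 14 lists had an unadjusted p under 0.05 (smallest 0.151, adjusted 0.992). None of these shifts therefore stood apart from those of other assignments of the libraries to groups. The members with the smallest p in the direction of each list were *Rpl31* and *Rps16* among ribosomal genes, *Ndufa6*, *Ndufb5* and *Cycs* in the respiratory chain, *Fa2h*, *Ugt8a* and *Tspan2* in the oligodendrocyte lineage, *Smarca5*, *Kat2b* and *Phf8* among chromatin regulators, and *Cd68*, *Cx3cr1* and *Gpr34* among microglia markers. Their limma adjusted p was 1.00 in each case. Their log2 fold changes ran from -0.45 (*Gpr34*) to 0.55 (*Fa2h*). These limits moved when 1 library was left out. *Gpr34* ran from -0.65 (without WT 5) to -0.29 (without HT 5), and *Fa2h* from 0.42 (without HT 4) to 0.68 (without HT 2).

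The other 9 lists did not pass the threshold with all libraries. Their median log2 fold changes were 0.078 for mitochondrial genome-encoded proteins (adjusted p 0.0629), 0.045 for astrocyte markers (0.0629), 0.027 for GABAergic neuron markers (0.0635), 0.00043 for synaptic proteins (0.124), -0.031 for autism risk genes (0.445), -0.025 for BAF complex subunits (0.798), -0.026 for activity-regulated early genes (0.798), -0.013 for FMRP target transcripts (0.994) and -0.032 for glutamatergic neuron markers (0.994).

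Leaving out HT 4 changed the lists most. Camera then called 11 of 14 lists, and 3 of the 5 lists called with all libraries were called in the opposite direction. The median log2 fold change was -0.036 for ribosomal proteins, -0.028 for the respiratory chain and 0.028 for chromatin regulators. With the length and GC trend removed as well, camera called 7 of 14 lists, and these 3 were not among them, with medians of 0.0037, 0.0089 and 0.016 (adjusted p 0.936, 0.823 and 0.823). Synaptic proteins had a median of 0.066 and FMRP target transcripts of 0.070 without HT 4, with camera adjusted p of 1.51e-10 and 4.07e-09 (up to 0.940 and 0.999 over all alternatives). Autism risk genes had 0.062, glutamatergic neuron markers 0.039, GABAergic neuron markers 0.060 and mitochondrial genome-encoded proteins 0.12. Microglia markers stayed lower (-0.25) and oligodendrocyte lineage markers higher (0.070). Without HT 4, fry called 0 of 14 lists, and 1 list, synaptic proteins, had an unadjusted exact permutation p under 0.05 (0.0317, adjusted 0.333). Leaving out WT 4 lowered the number of calls to 3, with ribosomal proteins (median 0.025), chromatin regulators (-0.029) and microglia markers (-0.0998) no longer called and astrocyte markers (0.070) called. Other single libraries decided single calls. Ribosomal proteins were not called without WT 3 (0.014), chromatin regulators without WT 1 (-0.049) or WT 3 (-0.031), and microglia markers without WT 2 (-0.11).

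**Figure D3:**
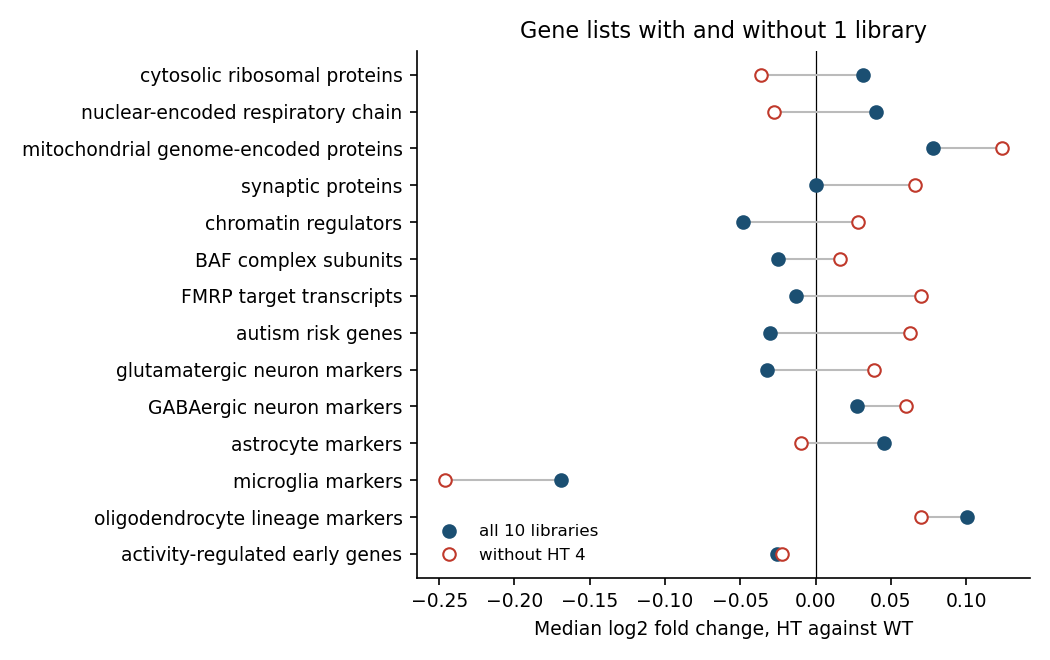
Median log2 fold change of HT against WT over the genes of each list, with all 10 libraries (filled) and without HT 4 (open). The ribosomal list moves from 0.032 to -0.036, the respiratory chain list from 0.040 to -0.028 and the chromatin list from -0.048 to 0.028.

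The study followed HDAC4, MEF2A, Arc and beta-catenin as proteins in adult mice given vehicle or fluoxetine early in life. For *Hdac4*, *Mef2a* and *Arc* it reported no significant change of the transcripts in adult HT mice. The transcripts of these genes were compared next at postnatal day 3. Age and molecule differ, so these values do not test the protein results. None of the 4 genes had an adjusted p under 0.05, over all genes or adjusted over the list alone, and 0 of 4 had an unadjusted p under 0.05 (smallest 0.396, *Mef2a*). The smallest p adjusted over the list alone was 0.873. Normalised counts in HT and WT were 1258 ± 242 and 1208 ± 112 for *Hdac4*, 4353 ± 510 and 4532 ± 125 for *Mef2a*, 194 ± 33.6 and 180.2 ± 15.99 for *Arc*, and 20252 ± 1335 and 20362 ± 1028 for *Ctnnb1* (SD, n = 5 each). The log2 fold changes lay between -0.067 (*Mef2a*) and 0.094 (*Arc*), each smaller than its SE. Over the 10 fits that each left out 1 library, *Arc* ran from 0.025 (without HT 3) to 0.19 (without HT 1). Without HT 4, *Mef2a* changed sign, to 0.016, and did not pass the threshold. *Hdac4* moved from 0.037 to 0.18 without HT 4, where its unadjusted limma p was 0.0152 and its adjusted p 0.481, and to -0.018 without HT 1. *Ctnnb1* (-0.0087 with all libraries) changed sign in 5 of the 10 fits that each left out 1 library.

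ARID1B is a subunit of the BAF (SWI/SNF) chromatin remodelling complex, and 27 genes of other subunits were compared: *Arid1a*, *Arid2*, *Smarca2*, *Smarca4*, *Smarcb1*, *Smarcc1*, *Smarcc2*, *Smarcd1*, *Smarcd2*, *Smarcd3*, *Smarce1*, *Actl6a*, *Actl6b*, *Dpf1*, *Dpf2*, *Dpf3*, *Phf10*, *Brd7*, *Brd9*, *Pbrm1*, *Bcl7a*, *Bcl7b*, *Bcl7c*, *Ss18*, *Ss18l1*, *Bicra* and *Bicral*. Of these, 7 were higher and 20 lower in HT. None had an adjusted p under 0.05, over all genes or adjusted over the list alone, where the smallest was 0.793. In the limma fit *Brd7* alone had an unadjusted p under 0.05 (0.0447; exact permutation p 0.0794), with a log2 fold change of 0.15, the highest of the list. In the exact permutation test *Smarcd3* alone did (0.0159; 0.429 adjusted over the list alone), with a log2 fold change of 0.093 and a limma p of 0.0588. *Actl6a* had the lowest log2 fold change, at -0.18, which became -0.28 without HT 4 (unadjusted limma p 0.00345, adjusted p 0.447). The paralog *Arid1a* had 6302 ± 850.2 normalised counts in HT and 6314 ± 359 in WT (SD, n = 5 each), a log2 fold change of -0.013 that became 0.082 without HT 4.

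The last comparison asked whether genes near the edited allele differed more than genes elsewhere. Among 41 tested genes within 5 Mb of *Arid1b*, the median absolute log2 fold change was 0.076, against a median of 0.061 in 10000 random runs of neighbouring genes (p 0.157 over the random runs). Windows of 2 Mb (27 genes) and 10 Mb (74 genes) gave p of 0.0899 and 0.147. With genes of a mean of at least 100, the p over the random runs was 0.0154 with a median of 0.073. Of the 41 genes, 2 had an unadjusted p under 0.05 and also passed when adjusted over this group alone. These were *Dynlt1b* (p adjusted over the group alone 0.00330) and the pseudogene *Tmem181b-ps* (0.0455), the latter chosen after its values were seen. *Tmem181b-ps* (ENSMUSG00000096780; chromosome 17, 6438524 to 6467022) had 5800 ± 989 normalised counts in HT and 4115 ± 572 in WT (SD, n = 5 each), a log2 fold change of 0.49 with an exact permutation p of 0.0238. Both lie downstream of *Arid1b*. The other 39 genes had a median log2 fold change of 0.034.

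**Figure D4:**
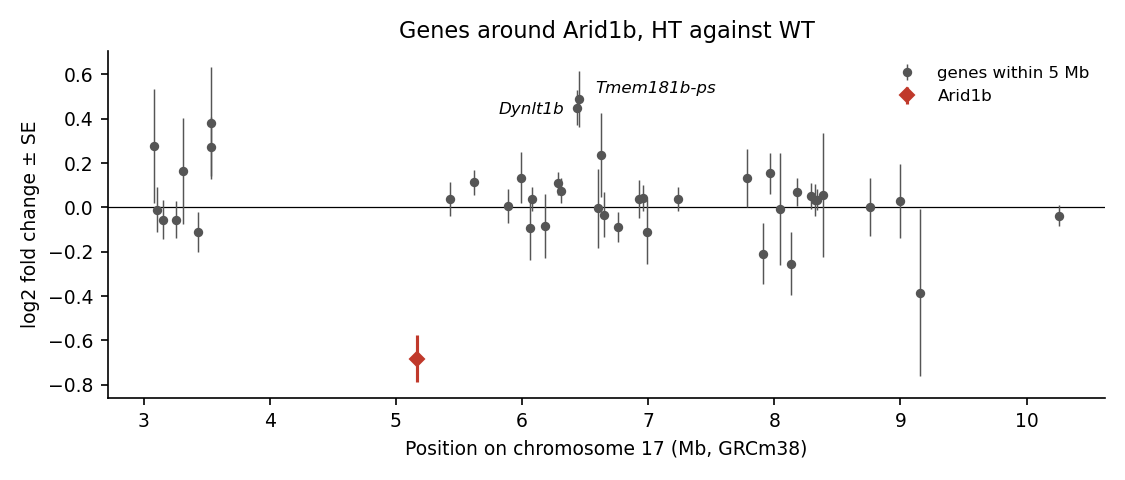
Log2 fold change of HT against WT with its SE for Arid1b (diamond, -0.68) and the 41 tested genes within 5 Mb (points) by position on chromosome 17 (Mb, GRCm38). Dynlt1b (0.45) and Tmem181b-ps (0.49) are the labelled points.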

Values the study reported

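The study edited exon 5 of *Arid1b* and examined whole-brain transcripts of pups at P3 and P10. It called genes at an FDR below 0.05, and described the number of genes passing that threshold as small at both ages. In its preranked enrichment at P3, sets related to synapses, ribosomes and mitochondria and the FMRP targets were positively enriched. Sets related to chromatin and microglia were negatively enriched.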

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

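Every test of an explanation in this part was chosen only after the result was seen, although the outcomes of the tests of single genes and lists after trend removal were not yet known when they were chosen. In each group of 5 libraries, a result was singled out when the gap between the highest or lowest library and its nearest neighbour took an unusually large share of the range of the group. The ratio is the gap divided by the range. Of 110 groups checked (55 results in HT and in WT), 18 met this criterion, where about 5.5 would by chance. HT 4 was the far library in 14 of the 18.

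HT 4 stood apart from the other HT libraries in measures of the whole library. Its total of 27.2 M normalised counts was below the 28.6 M to 29.03 M of the others (ratio 0.732), its mean correlation with the other libraries was 0.978 against 0.984 to 0.985 (ratio 0.831), and its median absolute deviation was 0.309 against 0.127 to 0.161 (ratio 0.813). The tables argue against several causes. Shallower sequencing is excluded by 30.3 M estimated reads, more than in 8 of the other 9 libraries. A few genes taking most of the counts is excluded by a share of 6.03% in the 10 most abundant genes, within the range of the other libraries. An exchange of genotype labels with a WT library is excluded by an *Arid1b* count of 1505, the lowest of all libraries. A trend on transcript length accounts for a part: across genes, which are not independent replicates, the deviations of HT 4 had a Spearman correlation of -0.474 with length, against -0.164 to 0.322 in the other libraries, and of 0.290 with GC content. It is not the whole cause, because after the length and GC trend was taken out the median absolute deviation of HT 4 was still 0.228 against 0.115 to 0.132 (ratio 0.851 among the HT libraries).

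What else set HT 4 apart stays open. A different mix of brain regions or attached tissue cannot be told apart from a difference in RNA quality or library preparation. HT 4 was the lowest or highest library in 2 of 9 region and tissue lists, the lowest for forebrain markers (score -0.34) and the highest for cerebellum (0.52), and the other 7 lists placed it inside the range of the others. Per the study's methods, libraries were made only from RNA above a minimum integrity score, which argues against strongly degraded RNA at the start. No score of a single library and no batch was used here, so that smaller differences in quality, or ones that arose in library preparation, stay open. HT 4 shares its genotype label with 4 libraries that did not behave so, and no biological explanation specific to it was tested.

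The distance of HT 4 showed in 11 genes and lists. It was the lowest HT library for *Arid1b* (ratio 0.776), *Hdac4* (0.815), *Mef2a* (0.913) and *Arid1a* (0.8293), and for the scores of synaptic proteins (0.868), BAF complex subunits (0.914), FMRP target transcripts (0.887) and autism risk genes (0.831). It was the highest for *Actl6a* (0.813), *Rps16* (0.907) and the score of cytosolic ribosomal proteins (0.774). The length and GC trend is not the whole cause of these either: with the trend taken out, HT 4 was still far from the others in 7 of the 11. It no longer was for *Mef2a* (0.341), synaptic proteins (0.506), BAF complex subunits (0.492) and FMRP target transcripts (0.633). For *Arid1b* the ratio rose to 0.945 with the trend taken out. The ratio is relative to the range of the group, so it does not show how much of the distance remained. With the trend removed the log2 fold change was -0.66, against -0.68, while the unadjusted limma p fell from 2.29e-05 to 4.18e-09. The trend therefore stays open as a part of the cause of the low value in HT 4. A lower *Arid1b* level in that mouse is a biological explanation that was not tested.

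The shifts of the ribosomal, respiratory chain and chromatin lists in the full comparison may come from this one library, HT 4. In 3 of the 3 lists the median log2 fold change changed sign without it, from 0.032 to -0.036, from 0.040 to -0.028 and from -0.048 to 0.028. With HT 4 left out and the length and GC trend removed, the medians were 0.0037, 0.0089 and 0.016, and camera called none of the 3. Taking out the length and GC trend, fitted on the longest annotated transcript of each gene, did not lower the first 2 medians. They were 0.037 and 0.058 with all libraries, with camera adjusted p of at most 5.48e-04. The scores of HT 4 in these lists did fall, from 0.32 to 0.18 and from 0.34 to 0.22. The trend therefore acts on HT 4 in these lists, but as fitted it does not account for the 2 shifts. For the chromatin list the trend cannot be told apart from the shift, because the median moved to -0.025, about midway to 0, with an adjusted p of 0.0426.

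The other 4 results had another library far from its group, about as many as chance gives over 110 groups. *Smarca5* was lowest in WT 5 (ratio 0.782), *Kat2b* lowest in HT 3 (0.766), *Ugt8a* lowest in WT 2 (0.807), and the BAF complex score lowest in WT 2 among the WT libraries (0.739). No technical or biological explanation was tested for these. Without its far library, *Smarca5* had a log2 fold change of -0.16 and *Ugt8a* of 0.18, each in the direction of the full comparison.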

How the results depend on the processing

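The alternatives that were chosen only after the results were seen are the removal of the length and GC trend, with all libraries and, for the lists, with HT 4 left out, and camera with a variance trend. Count-based tests were not run, because the values are not counts.

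*Arid1b* was lower in HT under every alternative, and its log2 fold change lay between -0.73 and -0.57 over the 10 fits that each left out 1 library. Its adjusted p crossed the threshold under 3 alternatives. It was 6.87e-04 with sample weights (-0.60), 2.47e-04 without HT 4 (-0.57) and 7.11e-05 with the length and GC trend removed (-0.66), within a range of 7.11e-05 to 1.00 over all alternatives. The cause was not tested. The number of genes with an adjusted p under 0.05 was 2 with sample weights, 1 with the trend removed, and from 0 to 2 over the 10 fits that each left out 1 library, with the 2 without HT 4. It was 0 under the other alternatives, with 399 to 639 genes at an unadjusted p under 0.05 where all libraries were kept. The genes called were *Arid1b* in each case and *Adamtsl3* with sample weights (1.18) and without HT 4 (1.27). Among the genes with an unadjusted p under 0.05, 43.3% were higher in HT. Of the scalings, TMM gave 44.0%, equal totals 35.5% and quantile normalisation 53.6%, so that quantile normalisation alone turned the excess. It was also turned without HT 4 (56.0%) and with the trend removed (61.2%). No scaling moved the median log2 fold change of all genes by over 0.1.

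The replicate number as a block left 0 genes called (558 at an unadjusted p under 0.05) and *Arid1b* at -0.68 with only 2 genes ranked before it. The numbers did not pair the libraries: residual correlations between HT and WT libraries of the same number were 0.0911, 0.0843, 0.0815, -0.104 and 0.0926.

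The number of lists called was 5 in the full comparison. It was 0 with fry and 0 with an estimated correlation, which left the medians as they were (0.032 ribosomal, 0.040 respiratory chain, -0.048 chromatin, -0.17 microglia, 0.10 oligodendrocyte lineage). It was 8 with sample weights, 8 with the trend removed, 8 with a variance trend, and from 3 (without WT 4) to 11 (without HT 4) over the 10 fits that each left out 1 library.

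With sample weights the medians changed sign for ribosomal proteins (-0.016), the respiratory chain (-0.011), chromatin regulators (0.011), BAF subunits (0.0072), FMRP targets (0.046), autism risk genes (0.036), glutamatergic markers (0.042), astrocyte markers (-0.0081) and *Arid1a* (0.051). Newly called were 3 of these, FMRP targets, autism risk genes and glutamatergic markers, and also mitochondrial genome-encoded proteins (0.130), synaptic proteins (0.044) and GABAergic markers (0.055), while the ribosomal, respiratory chain and chromatin lists were no longer called. With the trend removed, FMRP targets (0.0041), autism risk genes (0.00046), *Ctnnb1* (0.0052) and *Arid1a* (0.015) changed sign, and mitochondrial genome-encoded proteins (0.0998), synaptic proteins (0.023) and astrocyte markers (0.063) were newly called. With HT 4 left out and the trend removed, 7 lists were called. The medians changed sign for chromatin regulators (0.016), BAF subunits (0.016), FMRP targets (0.039), autism risk genes (0.032) and glutamatergic markers (0.052), of which FMRP targets and glutamatergic markers were called. Mitochondrial genome-encoded proteins (0.123), synaptic proteins (0.062) and GABAergic markers (0.071) were newly called, and ribosomal proteins (0.0037) and the respiratory chain (0.0089) were no longer called. A variance trend newly called mitochondrial genome-encoded proteins (0.078), GABAergic markers (0.027) and astrocyte markers (0.045). Mitochondrial genome-encoded proteins were also called by camera on ranks (0.078), with equal totals (0.071) and, like astrocyte markers (0.045), with a mean of at least 100 (0.078). Synaptic proteins, at 0.00043 in the full comparison, changed sign with equal totals (-0.0061) and quantile normalisation (-0.0047). The ribosomal list was not called after quantile normalisation (0.031), nor the chromatin list with no filter or with the replicate block (-0.048 in both). The cause of these changes was not tested. For genes near *Arid1b*, a mean of at least 100 brought the p over random runs to 0.0154 (median 0.073), with low and variable genes left out.

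Over the 10 fits that each left out 1 library, the medians ran from -0.036 to 0.067 for ribosomal proteins, -0.028 to 0.091 for the respiratory chain, 0.028 to 0.12 for mitochondrial genome-encoded proteins, -0.016 to 0.066 for synaptic proteins, -0.090 to 0.028 for chromatin regulators, -0.031 to 0.016 for BAF subunits, -0.046 to 0.070 for FMRP targets, -0.056 to 0.062 for autism risk genes, -0.068 to 0.039 for glutamatergic markers, 0.012 to 0.060 for GABAergic markers, -0.0095 to 0.070 for astrocyte markers, -0.26 to -0.0998 for microglia markers and -0.061 to 0.017 for activity-regulated genes. The end of the range on the far side of 0 came without HT 4 for the ribosomal, respiratory chain, chromatin, BAF, FMRP, autism, glutamatergic and astrocyte lists. For activity-regulated genes it came without WT 2. Synaptic proteins changed sign in 7 of these fits and FMRP targets also without WT 3 (0.0016). New calls were made for mitochondrial genome-encoded proteins without HT 4 or WT 5, synaptic proteins without HT 4 or WT 3, GABAergic markers without HT 2 or HT 4, FMRP targets, autism risk genes and glutamatergic markers without HT 4, and astrocyte markers without HT 3, HT 5, WT 1, WT 2 or WT 4. The log2 fold changes ran from -0.048 to 0.017 for *Ctnnb1*, -0.018 to 0.18 for *Hdac4*, -0.091 to 0.016 for *Mef2a* and -0.051 to 0.082 for *Arid1a*. Of 564 values of single genes other than *Arid1b* under alternatives, 549 kept their direction and side of the threshold, 10 changed sign when 1 library was left out, 3 changed sign under another setting and 2 newly passed the threshold.

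The count of followed genes stayed at 0 and the sex-linked transcripts matched male animals under every alternative run. In simulated data with as many libraries, 67.0% of genes changed 1.5-fold were recovered. In the 10 libraries here *Arid1b* (-0.68, adjusted p 0.390) was not called. Some changed genes were missed in the simulation too, so this gene cannot show whether the simulated rate carries over to these libraries. The depth limits what can be said of genes with a mean under 10, which were not tested in the main comparison.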

Other observations

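The tests in this part were chosen only after the result was seen, except that the outcomes of the relation between Hox genes and hindbrain markers, and of the synaptic list and the splits without HT 4 after trend removal, were not yet known when those tests were chosen.

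Other splits of the libraries gave results as large as the real one. Of 100 splits of the 10 libraries into 5 and 5, 52 gave as many genes with an unadjusted p under 0.05 (580). Camera called at least 5 lists in 92 of 100 splits, with a median of 7, so that the number of lists called with the preset correlation carries no evidence of a difference by genotype. As large a median absolute log2 fold change near *Arid1b* was found in 51 of 100 splits. For genes with an adjusted p under 0.05 and for followed genes the real count was 0, which any split reaches (100 of 100), so that these splits decide nothing. In the 9 libraries without HT 4, 4 of 100 splits into 4 and 5 gave at least 2 genes with an adjusted p under 0.05 and 8 of 100 at least 1426 genes with an unadjusted p under 0.05, and the real split was the only 1 of 100 in which camera called 11 lists (median 5). With the length and GC trend taken out as well, camera called 7 lists, and 13 of 100 splits gave at least as many (median 3), so that the number of lists called without HT 4 does not stand apart from other splits once the trend is removed.

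Without HT 4 the synaptic and FMRP target lists were higher in HT. The length and GC trend does not account for the synaptic list, whose median was still 0.062 with the trend taken out as well (camera adjusted p 2.52e-07, against 0.940 at most over the other alternatives). For the FMRP target list it fell from 0.070 to 0.039. A shift by genotype is a candidate explanation, but fry called 0 of the 14 lists in these 9 libraries and the smallest adjusted exact permutation p was 0.333. As HT 4 was left out because of its values, this remains a hypothesis.

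The microglia list was lower and the oligodendrocyte lineage list higher in HT. Over the 10 fits that each left out a library, oligodendrocyte lineage markers were called in each, with medians from 0.070 (without HT 4) to 0.16 (without HT 2), so that list did not rest on 1 library. The microglia median stayed below 0, but camera no longer called the list without WT 4 (-0.0998, adjusted p 0.167) or WT 2 (-0.11, adjusted p 0.0876), and the contribution of single libraries cannot be told apart from a shift shared by the group. Variation between libraries of the same genotype may account for both: the two-sided exact permutation p of the list score was 0.341 for microglia markers, whose WT scores ran from -0.34 to 0.37, and 0.151 for oligodendrocyte lineage markers. Different amounts of caudal tissue, raised below for the Hox genes, were not tested as a cause of either shift. A difference by genotype stays open for both.

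*Dynlt1b* and *Tmem181b-ps*, neighbours 1.08 Mb and 1.09 Mb downstream of *Arid1b*, were both higher in HT. They belong to families of near-identical copies, and 86.9% and 57.8% of their transcript words occur in other genes. Reads moved from other copies are argued against by the sums: the 5 *Dynlt1* copies together had 6602 ± 330.3 normalised counts in HT and 5463 ± 412 in WT (SD, n = 5 each; exact permutation p 0.00794), with a log2 fold change of 0.012 in the other copies. The 3 *Tmem181* copies together gave an exact permutation p of 0.0397. The length and GC trend does not account for *Dynlt1b*, whose lowest HT library was still 0.23 above the highest WT library on the log2 scale with the trend taken out. A rise over the whole neighbourhood is argued against by the median log2 fold change of 0.034 of the other 39 genes within 5 Mb. A copy number or strain variant linked to the edited allele cannot be told apart from an effect of *Arid1b* loss, because all HT mice carry that allele. The HT mean of *Tmem181b-ps* was 141% of the WT mean, and no genomic DNA was analysed here.

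The near-identical genes *Fam205a2*, *Fam205a3* and *Fam205a4*, chosen after their values were seen, switched between 0 and high values from library to library. *Fam205a4* was at 0 in 8 libraries and reached 548 in another. At least 99.1% of the transcript words of each occur in another gene. Reads assigned to one of several identical copies are a candidate explanation: the sum of the 3 genes ranged from 316 to 548 with a coefficient of variation of 18.6%, against 62.1%, 109% and 220.5% for the single genes. In the whole table, 27 genes were at 3 or under in one library and at 100 or over in another, and fold changes of single copies of such families are not read as differences in expression here.

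The choroid plexus list was lower in HT, with a median log2 fold change of -0.43 (1 of 12 genes higher, camera adjusted p 4.10e-07). It passed neither under fry (adjusted p 0.106) nor in the exact permutation test after adjustment over 6 lists (p 0.0476, adjusted 0.286). Its most abundant gene *Ttr*, chosen after its values were seen, had 8118 ± 1190 normalised counts in HT and 11181 ± 1530 in WT (SD, n = 5 each), with each HT library at or below 9013 and each WT library at or above 9509. *Otx2* and *Clic6*, the next most abundant, had log2 fold changes of -0.087 and -0.52. One library does not account for the shift, which camera called in each of the 10 fits that left out 1 library and whose median nearest to 0 was -0.344 (without HT 4, adjusted p 3.10e-04), nor does the length and GC trend (-0.421 with it taken out). Less choroid plexus tissue in the dissected HT brains cannot be told apart from lower expression in that tissue. The members moved together only in part, with a mean correlation of 0.267 within groups. All 12 genes passed the minimum mean, and none is in another list.

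Hox genes of paralog groups 4 to 10 varied widely between libraries of the same genotype. *Hoxa5*, chosen after its values were seen, ranged from 4.50 (WT 2) to 438 (HT 5) and *Hoxb8* from 0 to 224. Different amounts of caudal hindbrain or spinal cord tissue might explain this, and the Hox score was set against the score of hindbrain and spinal cord neuron markers, the one relation computed. Over the 10 libraries Pearson's r was 0.602 (permutation p 0.0415, 100000 resamples) and Spearman's rho 0.455 (permutation p 0.191). Without the 2 libraries farthest from the median Hox score, WT 2 and HT 2, r was -0.181, so that the relation rests on those libraries and the amount of caudal tissue cannot be told apart from other sources of variation. Of the lists, 9 of 22 Hox genes and 14 of 16 hindbrain genes passed the minimum mean. Neither differed by genotype in the exact permutation test of scores (p 0.857 and 0.635). Their median log2 fold changes were 0.20 and 0.18, with camera adjusted p of 0.303 and 0.00199. Single libraries decided both. The Hox median ran from -0.37 (without WT 2) to 0.82 (without HT 2) and was 0.53 without HT 4, and camera called that list without HT 1, HT 2 or WT 4. Hindbrain markers were not called without HT 4 (0.14, adjusted p 0.0998) or WT 2 (0.0057, adjusted p 0.330). Forebrain markers had a median of -0.090 (camera adjusted p 0.00908, exact permutation p 0.183), and were not called without HT 4 (-0.013, adjusted p 0.813) or WT 5 (-0.061, adjusted p 0.0901).

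Pituitary hormones were high in WT 2. *Gh*, *Pomc*, *Tshb* and *Cga*, chosen after their values were seen, had 1476, 865.3, 98.2 and 86.1 normalised counts there, and *Gh* also reached 838 in WT 5, against at most 42.2 in the other libraries. Pituitary tissue left on the brain of WT 2 cannot be told apart from other sources, because the 4 tested genes of the pituitary list are the same genes in which the pattern was seen. The list had a median log2 fold change of -0.95 (camera adjusted p 0.183, exact permutation p 0.492), and no difference by genotype was found. The median was -0.082 without WT 2, and camera called the list without WT 3 (-1.54, adjusted p 0.0240). No biological explanation was tested for WT 2.

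The remaining checks on dissection were not past the threshold of the exact permutation test. Erythroid genes had a median log2 fold change of 0.48 (7 of 7 genes higher, camera adjusted p 4.12e-04, exact permutation p 0.254), meninges and fibroblasts 0.0087 (exact permutation p 0.365), olfactory bulb -0.0091 (0.611) and cerebellum -0.15 (0.579). Over the 10 fits that each left out a library, erythroid genes were called in each, with medians from 0.26 (without WT 4) to 0.70 (without WT 5). The cerebellum list was not called with all libraries (camera adjusted p 0.130), but it was without HT 4 (-0.22, adjusted p 0.00408), WT 2 (-0.22, adjusted p 0.00462) or HT 1 (-0.19, adjusted p 0.0407), and its median was 0.025 without HT 5. The medians of meninges and fibroblasts and of olfactory bulb changed sign in 6 and 5 of these fits, to -0.091 and 0.060 without HT 4, and camera called neither list in any.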
